A study of Mus musculus with 8 samples. Its data were reported in "A mitofusin 2/HIF1α axis sets a maturation checkpoint in regenerating skeletal muscle" (2022).

How the data were processed

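Total RNA of sorted ASCs was made into stranded libraries with a low-input total RNA kit and sequenced by the authors. Per the labels there were 4 wild-type and 4 mfn2-/- libraries, and the group and replicate number of each were taken from its title. Aligner, read counter, genome build and annotation are not stated in the labels, and the study names DESeq for the comparison. The deposited values are a signal per gene, normalized read counts on a linear scale, in 1 table of 18877 gene symbols with 1 column per library. In each column 100% of the values were whole multiples of 1 step, so the authors had divided the reads of each library by 1 size factor. Whole reads were recovered by dividing by that step. The design had foreseen a limma test for normalized counts, which was kept as the main test, and the recovered reads were used for depth and for count-based alternatives.

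Depth was 1880464 to 7508215 reads, and 1 read was worth 0.534 to 2.27 normalized reads. A gene was taken as at the floor at 3 reads or fewer. Precision for weak genes is therefore lowest in wild-type replicate 1 and mfn2-/- replicate 4. Without molecular identifiers, amplified copies of a molecule cannot be told from separate molecules. The table holds 24 symbols turned into dates by a spreadsheet, which stayed in the tests under those names, and 0 protein genes of the mitochondrial genome were analysed here. Of the symbols, 17808 (94.3%) matched GENCODE M21 (GRCm38), directly or through older names. Coordinates are those of that annotation, since the table has none.

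Genes with a mean of at least 10 over the 8 libraries (11754) were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with an intensity trend, no covariate and two-sided Benjamini-Hochberg adjustment at 0.05. Gene sets were tested with limma's camera (preset correlation 0.01) over 25 sets, with fry, camera with an estimated correlation and fgsea 1.28.0 beside it. Sets and the naming rule were fixed before the data were examined. They were written after part of the study's own list of changed genes had been read, so the fibroadipogenic list is not independent of these libraries. The rule named the transcripts of the study with Mfn2 and Hif1a first, then the 10 higher and 10 lower genes with the largest change among those past the threshold, with a mean of at least 100 and no overlap, and then members of the sets discussed, most abundant first. Single values were compared with two-sided exact permutation tests over the 70 arrangements of 4 against 4. Python 3.11.15 was used for tables and figures.

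The alternatives were pseudocounts of 0.1 and 10, no filter and a mean of at least 50, scaling to equal totals, upper-quartile and quantile normalization, the replicate number as a block, no trend, library weights, each library left out, a log2 change over 1, an adjusted p under 0.01, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads. The batch term, libraries averaged by pair and the HIF1A set without its matrix-modifying members were added after the data had been seen. The edgeR fit called 1158 genes and DESeq2 1738, and 1061 genes were called by these and limma alike.

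The tests were checked on simulated counts with 200 genes changed by a log2 change of 2, drawn with the means and depths of these libraries. With each gene's own dispersion, over 11419 genes, limma recovered 55.0% of the changed genes with 1.79% false calls, edgeR 55.5% with 2.63% and DESeq2 72.0% with 19.1%. With 1 common dispersion for all genes, over 11600 genes, limma recovered 2.5% and edgeR 4.5% with 0 false calls, and DESeq2 30.5% with 19.7% false calls. DESeq2 thus made more false calls than limma and edgeR in both simulations. A false share depends on how many genes truly change, which was set at 200 here. The simulated share therefore cannot be carried over to DESeq2's count of calls in these libraries. The camera test of limma called a planted set of 20 changed genes and 0 of 100 random sets over 11419 genes. The simulated genes were drawn independently of each other. The check therefore could not show false calls that arise from correlated genes, and it does not test the preset correlation.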

Results

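RNA was sequenced from activated muscle stem cells (ASCs), the resident stem cells of skeletal muscle that leave quiescence after injury. The cells were sorted from the tibialis anterior muscle of mice 2 days after injury with barium chloride, as living CD34-negative cells that carried a mitochondrial Dendra2 fluorescent protein switched on by tamoxifen through Pax7-CreERT2. There were 4 libraries from wild-type mice and 4 from mfn2-/- mice, in which the gene of the outer membrane fusion protein mitofusin 2 was targeted. The reads assigned to genes ranged from 1880464 in wild-type replicate 1 to 7508215 in wild-type replicate 4, and the mfn2-/- libraries held 6199866, 5115404, 5050798 and 2269009. Read totals did not differ between the groups by a two-sided exact permutation test (p = 0.943, n = 4 per group). With 4 against 4 libraries the smallest p that this test can give is 0.0286. Values below are normalized read counts, given as the mean ± SD of 4 libraries, and changes are differences of log2(value + 1), which understate the change of weakly expressed genes.

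The libraries also differed in a way that the groups do not explain. Wild-type replicates 1 and 2 and mfn2-/- replicates 3 and 4 had 0 reads from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, while wild-type replicates 3 and 4 had 807 and 1497 such reads and mfn2-/- replicates 1 and 2 had 1871 and 2336. Each group therefore held 2 libraries of each kind, and changes were also computed within each kind, here called a batch, with 2 libraries per group. Inside each group the batch coincided with the library pair 1 and 2 or 3 and 4, so sex-linked expression and the pair could not be separated. The pairs crossed between the groups, since the batch with Y-linked reads set mfn2-/- libraries 1 and 2 against wild-type libraries 3 and 4. A change that differs between the batches can therefore also be a difference of libraries 1 and 2 from 3 and 4 in both groups.

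The targeted gene was examined first. Mfn2 (GENCODE M21 annotation of GRCm38, chromosome 4, 147873599 to 147904704, minus strand) gave 229 ± 19.98 normalized reads in wild-type and 126 ± 31.4 in mfn2-/- ASCs. The values of the groups did not overlap, with 202 as the lowest wild-type and 172 as the highest mfn2-/- library. The log2 change was -0.88 (SE 0.30), and the exact permutation test gave p = 0.0286. The limma adjusted p over all 11754 genes tested was 0.0848, above the threshold, and 0.0328 adjusted over the list alone of 23 genes that the study names. The fall was -0.95 in the batch with Y-linked reads and -0.82 in the other. Transcript remained in every mfn2-/- library, at 104 normalized reads or more, and values per gene do not separate transcripts that lack part of the gene. Over the alternatives the log2 change ran from -1.04 without mfn2-/- replicate 3 to -0.74 with quantile normalization. The adjusted p ran from 0.0099 with library weights, the one setting that passed, to 0.299 with libraries averaged by pair. Mfn1, the related fusion gene, changed by -0.39 (SE 0.80, limma adjusted p 0.803), and its direction was not stable, since quantile normalization gave 0.29 and the fit without mfn2-/- replicate 4 gave 0.46. It moved by 0.26 in the batch with Y-linked reads and by -1.05 in the other.

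The question of the series was which transcripts differ when Mfn2 is missing from ASCs. By limma with Benjamini-Hochberg adjustment, 1217 of 11754 genes had an adjusted p under 0.05. Of these, 469 were higher and 748 were lower in mfn2-/- ASCs. The groups' values did not overlap for 1159 of the 1217 genes. Among all genes tested 19.5% had no overlap, where chance gives 2.86%. The number of calls moved most with library weighting, which gave 3037 genes. It fell to 671 when wild-type replicate 3 was left out and to 749 without wild-type replicate 4. A model with the batch as a term called 1459 genes, of which 1216 were among the 1217. Beside genotype, the batch itself separated 26 genes at an adjusted p under 0.05.

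**Figure D1:**
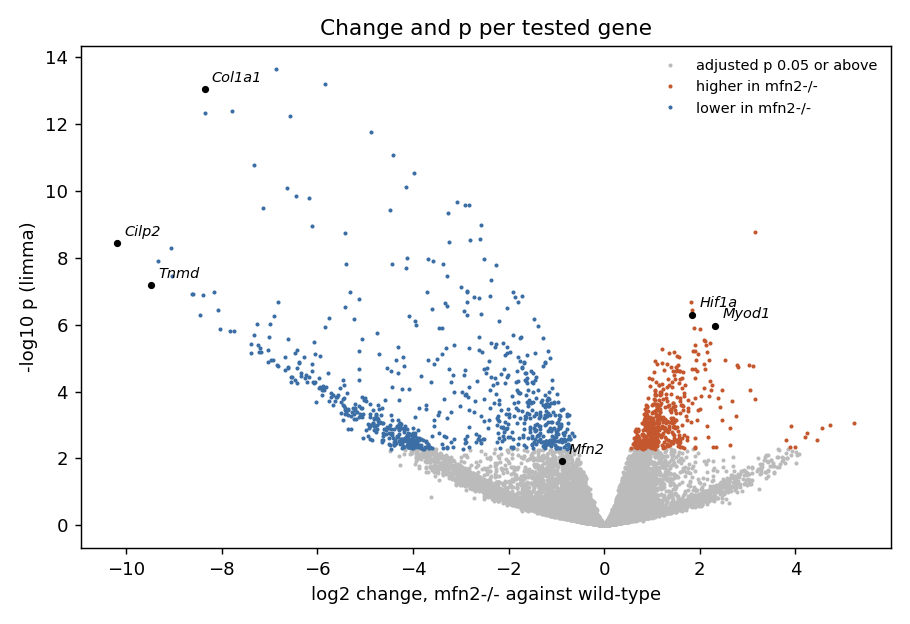
Change (horizontal axis, log2 difference of mfn2-/- against wild-type) and limma p (vertical axis, -log10) for each of 11754 genes, coloured by direction where the adjusted p was under 0.05. Genes lower in mfn2-/- reach a log2 change of -10.18 at Cilp2, whereas the 10 genes with the largest rise by the naming rule lie between 2.67 and 3.88.

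Hif1a, which encodes the oxygen-regulated subunit of the hypoxia-inducible factor, was 3.59-fold higher in mfn2-/- ASCs (chromosome 12, 73901375 to 73947530, plus strand). It measured 812 ± 195 normalized reads in wild-type and 2887 ± 433 in mfn2-/- cells. The log2 change was 1.85 (SE 0.20, limma adjusted p 7.97e-05, exact permutation p = 0.0286), and all 4 mfn2-/- libraries lay above all 4 wild-type libraries. The change was 2.14 in the batch with Y-linked reads and 1.55 in the other. Leaving out single libraries moved it between 1.74 and 2.00, and no setting took its adjusted p above the threshold.

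Of the 23 transcripts that the study names, 7 passed the threshold over all genes, 6 of them higher and 1 lower, and 12 passed it adjusted over the list alone. The study chose part of this list on the same libraries, so the second count is not independent evidence. Besides Hif1a, the higher ones were Myod1 (172 ± 56.6 against 828 ± 110, log2 change 2.32, limma adjusted p 0.000146), Pdk4 (1.56, adjusted p 0.000715), Nfatc2 (1.36, adjusted p 0.00267), Myh1 (1.89, adjusted p 0.00512) and Myh4 (2.76, adjusted p 0.0119). Myh1 and Myh4 are close paralogs on chromosome 11, and how reads shared between them were counted is not stated, so their separate values are uncertain. The adjusted p of Myh4 rose to 0.0826 without the intensity trend. Cd34 was the transcript that fell, from 1643 ± 260 to 454 ± 164 normalized reads (log2 change -1.90, adjusted p 0.000242). The cells of both groups were sorted as CD34-negative, and connective tissue transcripts fell in the same libraries. The fall of Cd34 is therefore not shown to lie within the stem cells. Pax7, the stem cell factor, gave 662 ± 45.9 in wild-type and 715 ± 96.1 in mfn2-/- ASCs, a log2 change of 0.10 (SE 0.19, adjusted p 0.780) that was within the spread between replicates.

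The other panel transcripts did not pass over all genes. Myog changed by -1.37 (limma adjusted p 0.110). It changed by -2.78 in the batch with Y-linked reads and by 0.05 in the other, so its fall did not hold within both batches. However, Myog stood at 134, 159, 558 and 584 normalized reads in wild-type replicates 1 to 4. In mfn2-/- replicates 1 to 4 it stood at 68.7, 98.0, 141 and 161. Libraries 3 and 4 were thus higher than 1 and 2 in both groups, and mfn2-/- was lower within each of these pairs. The unequal changes are therefore not evidence that the fall depends on the batch. Myog passed the threshold with library weights (-2.24, adjusted p 4.8e-05), with DESeq2 (-1.62, adjusted p 0.0164) and without wild-type replicate 1 (-1.73, limma adjusted p 0.0473). Kdm6b rose by 0.88 (adjusted p 0.0947), by 1.57 in the batch with Y-linked reads and by 0.20 in the other. Kdm6b passed the threshold with quantile normalization (0.90, limma adjusted p 0.0303), with library weights (1.29, adjusted p 0.000139), without wild-type replicate 2 (1.16, adjusted p 0.0291) and with the batch as a term, a model added after the data were seen (0.88, adjusted p 0.0364). Myh8 rose by 3.25 (adjusted p 0.0958), by 0.37 in the batch with Y-linked reads and by 6.13 in the other. It stood at 2.27, 1.04, 26.9 and 19.2 normalized reads in wild-type replicates 1 to 4, the first 2 from 1 read each. In mfn2-/- replicates 1 to 4 it stood at 27.3, 32.4, 130 and 249. Libraries 3 and 4 were again higher in both groups, so the rise is not shown to come from 1 batch. Myh7 (adjusted p 0.134) was at or under 3 reads in every wild-type library. The mfn2-/- mean of Myh7 was at least 6.56-fold higher, although mfn2-/- replicate 4 had 0 reads. Ppargc1a, Ppargc1b, Kdm4b, Kdm4c, Kdm6a, Foxm1, Vhl, Myh2 and Myh3 had adjusted p between 0.366 and 0.986.

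**Figure D2:**
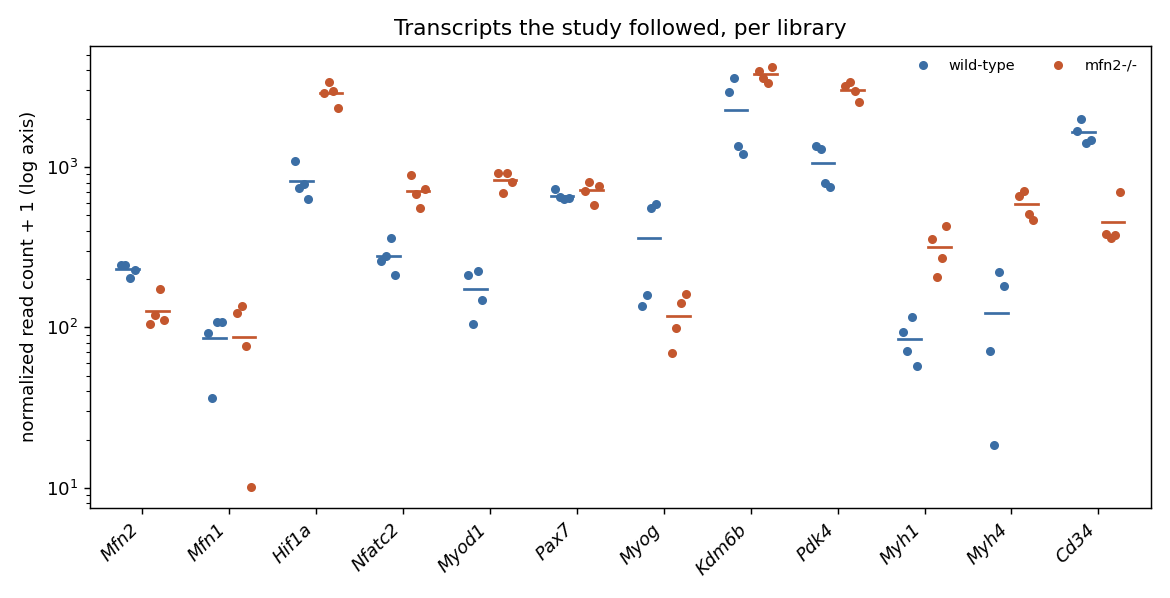
Normalized read count + 1 per library (log axis) for 12 of the transcripts that the study followed, with points for the 4 wild-type and 4 mfn2-/- libraries and bars for group means. Mfn2 and Cd34 are lower and Hif1a, Nfatc2, Myod1, Pdk4, Myh1 and Myh4 higher in every mfn2-/- library, while Pax7 overlaps.

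Whether transcripts under the control of HIF1A rose together was tested with a hand-written list of its direct targets, 59 of which were expressed. Their median log2 change was 0.16, with 35 positive and 24 negative. The camera test of limma gave an adjusted p of 0.0936 over 25 gene sets (0.0412 before adjustment), so the set did not pass. Its median was 0.16 in the batch with Y-linked reads and 0.20 in the other. The alternative that moved it most, chosen after the data were seen, left out 7 matrix-modifying members and gave an adjusted p of 0.00982. Single members went both ways, with 6 called higher and 4 called lower by limma. Among the most abundant members, Bhlhe40 (log2 change 0.49), Pkm2 (0.17) and P4ha1 (-0.00) were not called. Members picked after their values were seen include Slc16a3, a lactate exporter (4.25, adjusted p 0.0250), and Ldha (0.98, adjusted p 0.0129) among the higher ones, and Lox (-1.62, adjusted p 0.00187), Loxl2 (-2.25, adjusted p 0.000405) and Plod1 (-2.21, adjusted p 0.00549) among the lower ones. The glycolytic targets Gapdh (39.0 ± 33.4 and 91.3 ± 68.2 normalized reads) and Eno1 (16.4 ± 16.5 and 72.4 ± 37.5) lay far below Actb (7584 ± 1130 and 8348 ± 3373). Both have many near-identical copies in the mouse genome, and their values are uncertain.

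Among genes with a mean of at least 100 and no overlap between groups, the 10 with the largest rise were LOC100862287, Mylk2, Cd24a, Ahr, Gm13889, A130040M12Rik, Plaur, Inhbb, Myh4 and Asb4. Cd24a (chromosome 10, 43578284 to 43584265) had the smallest error of these and went from 124 ± 14.5 to 1110 ± 129 normalized reads (log2 change 3.15, SE 0.22, limma adjusted p 8.48e-07). Ahr (chromosome 12, 35497974 to 35535038) rose from 133 ± 100 to 916 ± 205 (3.11, adjusted p 0.00111). LOC100862287 had the largest fitted change (3.88, adjusted p 0.0462), but mfn2-/- replicate 4 alone stood at 603 normalized reads and the mfn2-/- mean was 217 ± 258. The call was lost when any library but wild-type replicate 4 was left out, with adjusted p from 0.0566 without wild-type replicate 1 to 0.0917 without mfn2-/- replicate 4. LOC100862287 and A130040M12Rik matched no gene of the annotation used here and have no position.

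The 10 with the largest fall were Cilp2, Tnmd, Kera, Comp, Mfap4, Chad, Lum, Smoc2, Col11a1 and Col1a1. Col1a1 (chromosome 11, 94936224 to 94953042) went from 106037 ± 21896 to 334 ± 124 normalized reads, a log2 change of -8.36 (SE 0.27, limma adjusted p 3.64e-10). Tnmd (X chromosome, 133850980 to 133865577) went from 2841 ± 1429 to 6.78 ± 9.43. Mfap4 and Chad were at or under 3 reads in every mfn2-/- library, so they were at least 223-fold and at least 151-fold lower.

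Of 25 gene sets, camera called 10 at an adjusted p under 0.05, with 6 higher and 4 lower. Camera was run with a preset correlation between genes of 0.01. Under an estimated correlation 2 calls held, the fibroadipogenic and the tenocyte markers. Under fry 5 held, these 2 and the study panel, glia and mural markers. The study chose part of its panel on these same libraries, so the call of that set is not independent evidence. The largest changes were those of tenocyte markers, expressed by tendon cells (median log2 change -8.37, or -7.79 with Chad at its bound, adjusted p 1.05e-15), and of fibroadipogenic markers, expressed by connective tissue cells of muscle (median -4.70, adjusted p 8.29e-23). Glia (median -1.13) and mural cell markers (median -0.78) were lower with an adjusted p of 0.0413 each. Both calls were lost without wild-type replicate 3 (0.0612 each) or 4 (0.0688 and 0.0785) and without mfn2-/- replicate 3 (0.103 each). The mural call was also lost without mfn2-/- replicate 4 (0.0943), with library weights (0.0977) and in other settings. The nuclear factor kappa B response set had a median of 1.00 (adjusted p 2.99e-07), with 15 of 34 genes called higher. Of its most abundant members, Cxcl1 (0.81, limma adjusted p 0.161) and Tnfaip3 (0.73, adjusted p 0.0973) were not called, and Vcam1 (1.21) and Nfkb1 (1.95) were. It was followed by cytosolic ribosome genes (0.44, adjusted p 3.23e-05), immediate early and heat shock genes (0.53, adjusted p 0.000747), myofiber genes (0.60, adjusted p 0.0178), targets of the integrated stress response (0.39, adjusted p 0.0189) and the study panel (0.10, adjusted p 0.0331). The myofiber call was lost without wild-type replicate 1 (0.0533). The integrated stress response call was lost without wild-type replicate 4 (0.0569) or mfn2-/- replicate 3 (0.0586). Many ribosomal protein genes have processed copies, which makes their values uncertain.

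The remaining 14 sets besides the HIF1A targets did not pass. Myogenic progenitor genes had a median of -0.09 (adjusted p 0.392), myogenic differentiation genes 0.11 (0.238) and mitochondrial fusion and fission genes -0.39 (0.669). Nuclear oxidative phosphorylation genes had a median of -0.02 (0.669) and mitochondrial ribosome genes 0.22 (0.281). With quantile normalization the mitochondrial ribosome set did pass (adjusted p 0.0414). The S phase set had a median of 0.20 (0.184) and the G2/M set 0.24 (0.254). Markers of endothelium (0.47, adjusted p 0.143), macrophages (0.76, 0.329), neutrophils (-3.06 from 1 gene, 0.329), lymphocytes (-0.30 from 2 genes, or 0.40 with a gene at its bound, 0.397) and erythroid cells (-0.61 from 3 genes, 0.821) did not pass, nor did the Y-linked genes (0.32, 0.669) or Xist (-3.62, 0.669).

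Several sets did not move alike in the batches. The immediate early and heat shock set had a median of 1.16 in the batch with Y-linked reads and -0.17 in the other, so its rise did not hold within both. Its share of the total was 7.44, 7.80, 5.83 and 5.69% in wild-type replicates 1 to 4. In mfn2-/- replicates 1 to 4 it was 12.4, 12.2, 7.43 and 6.91%. Libraries 1 and 2 were thus higher than 3 and 4 in both groups, a difference that the batches cross with genotype. The unequal medians of these sets are therefore not evidence that a genotype effect depends on the batch. The nuclear factor kappa B set had 1.72 and 0.45. The S phase set had -0.96 and 1.28, and the G2/M set -1.37 and 1.43. Myogenic differentiation genes had -0.36 and 0.38, nuclear oxidative phosphorylation genes -0.58 and 0.35, and mitochondrial ribosome genes -0.22 and 0.65. The tenocyte set had -8.22 and -7.96, and the fibroadipogenic set -3.91 and -5.76.

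**Figure D3:**
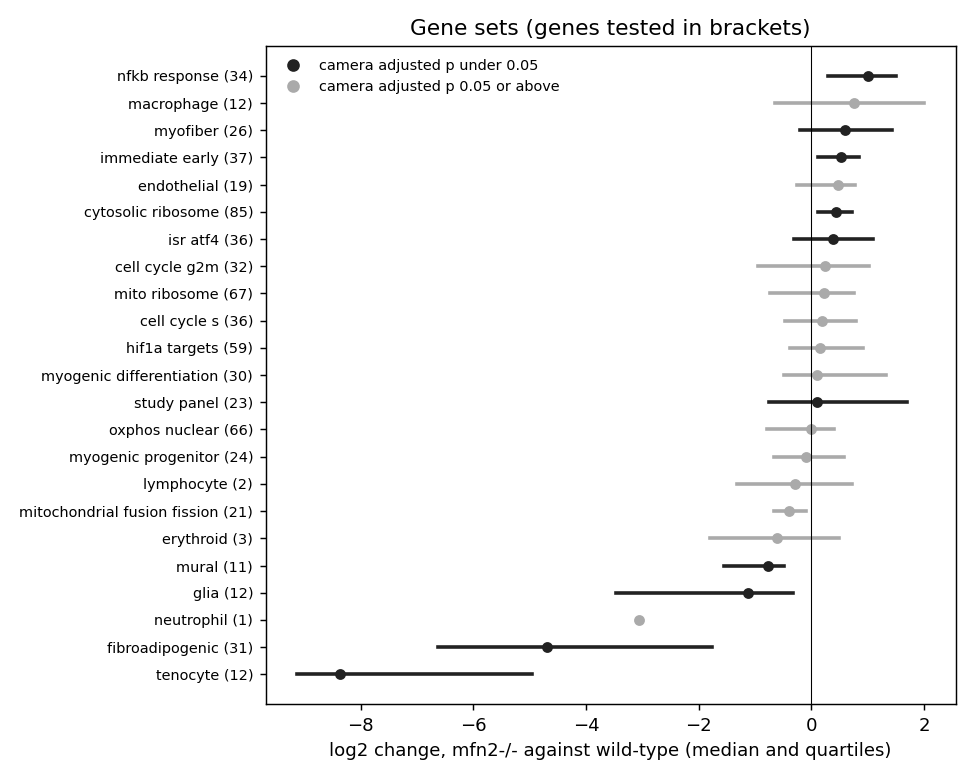
Median (points) and quartiles (lines) of the log2 change of mfn2-/- against wild-type for the genes of each set, with the number of genes tested in brackets and sets with a camera adjusted p under 0.05 in black. The tenocyte median of -8.37 and the fibroadipogenic median of -4.70 stand apart, and the sets called higher have medians between 0.10 and 1.00.

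Fibroadipogenic transcripts took 6.51% ± 0.83 of the normalized total in wild-type and 0.38% ± 0.04 in mfn2-/- libraries (exact permutation p = 0.0286). Of the tested members, 26 of 31 fibroadipogenic and 11 of 12 tenocyte genes were called lower and 0 higher. The most abundant of these members called lower were Col1a1, Col1a2 (58895 ± 11921 against 281 ± 123.4), Col3a1 (25145 ± 2164 against 1350 ± 785), Fmod (20617 ± 5494 against 65.4 ± 28.3), Thbs4 (19542 ± 3475 against 212 ± 70.5), Gsn (17685 ± 5597 against 5295 ± 1318) and Dcn (11218 ± 885 against 96.6 ± 22.2). Gsn fell far less than the others, by 1.72 on the log2 scale. Egr1, the tenocyte member that was not called, is also on the immediate early list.

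**Figure D4:**
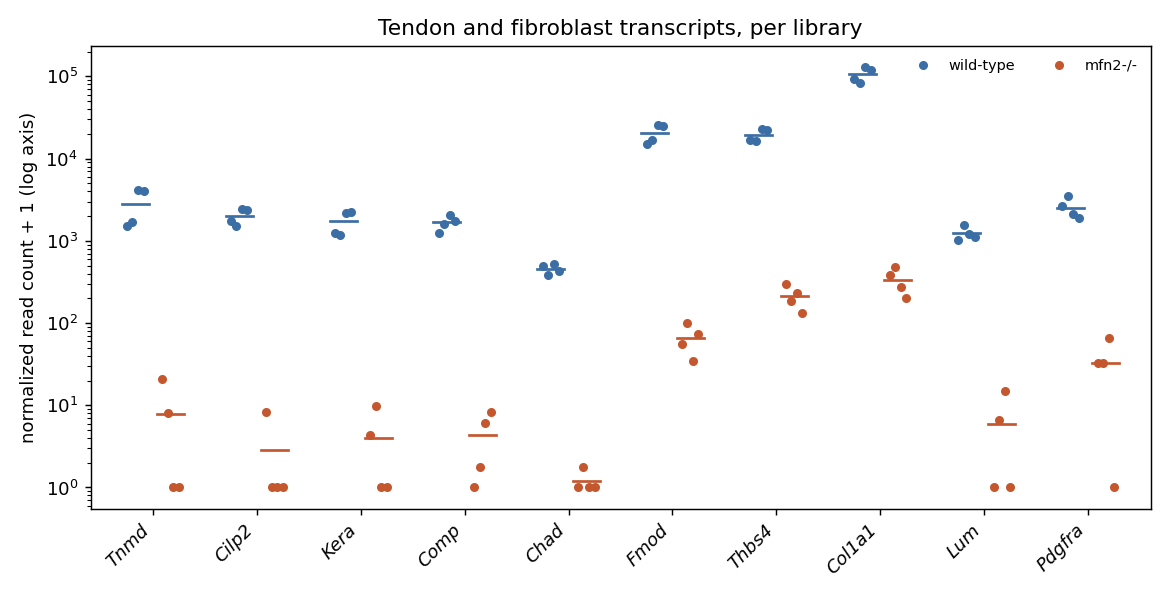
Normalized read count + 1 per library (log axis) for 10 tendon and fibroblast transcripts, with points for the 4 wild-type and 4 mfn2-/- libraries and bars for group means. Every wild-type library lies above every mfn2-/- library for each gene, with Col1a1 at a mean of 106037 in wild-type and 334 in mfn2-/-.

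Other library measures were compared by two-sided exact permutation tests, 12 in all. The share of Rnr2 was 4.58% ± 1.08 in wild-type and 2.07% ± 0.43 in mfn2-/- libraries (exact p = 0.0286, adjusted 0.343). Genes with at least 1 read numbered 14106 ± 1124 and 12809 ± 2194 (exact p = 0.400). The lowest library was mfn2-/- replicate 4 with 9646 genes. The 10 highest genes took 16.7% ± 1.21 and 16.6% ± 2.08 of the total (exact p = 1.00).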

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

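The tests weighed here were chosen after the results were seen, except the comparison at equal depth without structural RNAs. In each group of 4 libraries the most extreme library was compared with the others by Dixon's ratio for 80 groups of values. It passed the 95% critical value of 0.829 in 10 groups, where chance alone gives about 4.

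Of the 10, 5 concerned mfn2-/- replicate 4. Its Rnr2 share was 1.42% of the total, its Cd34 value was 700 against 359 to 383 in the other mfn2-/- libraries, LOC100862287 stood at 603, Plaur at 1103 and Smoc2 at 0. The same library detected 9646 genes and gave 6.03% of its total to the small nuclear RNA 7SK. Low depth was tested by drawing every library down to 1880464 reads. Replicate 4 then still detected 9579 genes against 12543 or more in the others, which argues against depth as the whole cause. With 7SK and ribosomal RNAs taken out and the depth again made equal, it detected 9596 genes against 12520 or more, so reads lost to these RNAs do not explain it either. Less input RNA or damaged cells in this sample remain open and were not tested, as does a difference between animals.

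Wild-type replicate 3 had a 7SK share of 0.838% against 0.515 to 0.562% in the other wild-type libraries. Mfn1 was 35.3 normalized reads in wild-type replicate 2 against 91.0 to 108. No explanation was tested for either.

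The last 3 lie near the floor. Cilp2 was 7.33 in mfn2-/- replicate 1, Mfap4 1.58 and Chad 0.79 in mfn2-/- replicate 2, each with 0 in the other mfn2-/- libraries. These are counts of 11, 2 and 1 reads, and they carry no weight on their own.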

How the results depend on the processing

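The count of 1217 genes and its parts of 469 higher and 748 lower moved by more than 1.5 times in these settings. Library weights gave 3037 genes (1398 higher, 1639 lower). These weights ranged from 0.167 for mfn2-/- replicate 4 to 3.75 for mfn2-/- replicate 2. Without the intensity trend there were 633 (113 higher, 520 lower), so the higher share went from 38.5% to 17.9%. An adjusted p under 0.01 gave 498 (152 and 346) and a log2 change over 1 left 312 higher genes, both stricter by construction. Averaging the libraries by pair gave 553 (109 and 444, 19.7% higher) from 2 samples per group. Leaving out each library gave from 671 to 1331 genes, 235 to 489 higher and 436 to 842 lower. The highest counts came without mfn2-/- replicate 4 and the lowest without wild-type replicate 3. The number of higher genes also fell to 263, 274, 260 and 311 without wild-type replicate 4 and mfn2-/- replicates 1, 2 and 3. Apart from these constructions, the cause was not tested. None of the 1217 genes changed sign in any of these settings that tested it. Quantile normalization moved the median log2 change of all genes from -0.16 to 0.13, and changes near 0 are relative to that shift.

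Hif1a stayed higher and past the threshold in every setting, with log2 changes from 1.74 to 2.13. Mfn2 stayed lower throughout, from -1.04 to -0.74, and passed the threshold only with library weights (-0.87, adjusted p 0.0099, range of the others 0.058 to 0.299). The study panel gave 11 called genes with library weights against 7. The HIF1A set (adjusted p 0.0936) passed with all genes above 0 (0.036) and without its matrix-modifying members (0.00982, median 0.31 over 52 genes, an alternative added after the data were seen). Its other adjusted p values ran from 0.0606 to 0.286. For the settings where the panel, Mfn2 or the HIF1A set moved, the cause was not tested, except that the last one removes 7 genes by construction.

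Results that reversed were near 0 or variable to begin with. Pax7 was -0.00 under quantile normalization. Mfn1 was 0.29 under quantile normalization, 0.27 with library weights, 0.13 with edgeR and 0.01 with DESeq2, and it ran from -0.79 to 0.46 when libraries were left out. The oxidative phosphorylation set changed direction with library weights (adjusted p 0.495), under fry (0.708) and without wild-type replicate 2 (0.777) or mfn2-/- replicate 3 (0.895), where leaving out libraries gave from 0.413 to 0.895. The cause was not tested. Of the other single genes and sets, 43 values became weaker and 9 stronger. Among the weaker ones, the glia set lost its call with a pseudocount of 0.1 (0.0573) and a mean of at least 50 (0.0718), and the mural set with a pseudocount of 10 (0.0566), all genes above 0 (0.0979) and libraries averaged by pair (0.16). The myofiber set lost its call with a mean of at least 50 (0.0728), and the integrated stress response set with library weights (0.0615).

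With the replicate block, the numbers 1 to 4 of the labels, 1043 genes were called (434 higher, 609 lower), 980 of them among the 1217. The HIF1A set had an adjusted p of 0.118, Hif1a a log2 change of 1.85 and Mfn2 of -0.88. Myog (-1.37) passed with an adjusted p of 0.0396, and the glia (0.0549) and mural (0.0913) sets did not. The deviations of same-numbered libraries from their group means correlated by -0.03, -0.05, 0.04 and -0.11 across genes. This gives no sign that single numbers pair the samples. It does not exclude a difference of libraries 1 and 2 from 3 and 4 in both groups. The genotype by batch interaction, which is the same contrast, passed for 173 genes.

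Mitochondrially encoded genes were represented by Rnr1 and Rnr2, taken by their symbols as ribosomal RNAs of mitochondria. Without them the share of the 10 highest genes moved from a difference of -0.09312 to 2.206 percentage points (13.3% in wild-type, 15.5% in mfn2-/-, exact permutation p = 0.114). The difference in structural RNA, of which both are part by construction, changed sign from -0.26 to 2.354 percentage points (3.53% ± 0.63 in wild-type, 5.89% ± 4.37 in mfn2-/-, exact permutation p = 0.371). The differences in normalized total and in genes detected changed by less than the spread between replicates. Depth limits the weak genes most, since 1 read was worth up to 2.27 normalized reads.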

Other observations

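Of the tests below, those on depth, scaling, batches, the progenitor genes, exchanged reads and the S phase set were chosen after the result was seen. The others were fixed before their outcome was known.

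The 8 libraries were split in every other way. Of 35 splits, 1, the real one, gave as many genes with an adjusted p under 0.05. The next split, of wild-type 1 and 2 with mfn2-/- 3 and 4 against the rest, follows the batch and gave 2. For genes higher and for genes lower in mfn2-/-, 1 of 35 splits gave as many, and 1 of 35 gave a camera p as small for the tenocyte set. For the HIF1A targets 1 of 35 gave a camera value as small, but the margin was slight. The real split gave 0.0412, and wild-type 1, 3 and 4 with mfn2-/- 1 or 2 against the rest gave 0.0423 and 0.0490 by the same permutation of libraries.

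Many tendon and fibroblast transcripts were abundant in all 4 wild-type libraries and far lower in all 4 mfn2-/- libraries. Both groups were sorted for a reporter driven by Pax7. A difference in depth was not seen (exact permutation p = 0.943). No scaling tried brought the tenocyte median closer to 0 than -7.83. Removing a trend on GC content and transcript length, known for all 12 genes, left -7.86. Within the batch where the median was closer to 0 it was -7.96. RNA of tendon-like connective tissue cells in the wild-type libraries is a candidate source. It needs the abundant transcripts of such cells to be lower in mfn2-/- as well, and of 18 further tendon and connective tissue transcripts whose values had not been seen, 16 were lower with a limma adjusted p under 0.05 and 0 higher. Bgn and Sparc, first on that list, were taken off it because their values had been seen. Fn1 went from 14754 to 501 and Col6a1 from 9833 to 1038 normalized reads. In mfn2-/- libraries 14 of the 18 genes had a mean of at least 100, and so did 3 of 12 tenocyte and 14 of 31 fibroadipogenic genes, which does not show whether stem cells or remaining other cells expressed them. The loss of a matrix programme within the stem cells could give the same result. Against that, 8 of 18 connective tissue genes that encode no matrix protein were also called lower, such as Meox1 and Fap, and 17 of 18 were negative, but this is under the share of 1 in 2 set in advance as decisive. The explanations cannot be told apart. The labels do not say whether sorting or dissection was alike in both groups, and any difference in them would coincide with genotype. A response of the stem cells to loss of Mfn2 stays open and was not tested separately.

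The rise of Hif1a was set against dilution. If mfn2-/- libraries merely held fewer other cells, stem cell transcripts would rise alike. For 18 of 24 progenitor genes the upper 95% bound lay below the lower bound of Hif1a, 1.41, and Pax7 had an upper bound of 0.50. This argues against dilution as the whole cause. The ratio of these genes does not depend on scaling. Among progenitor genes Sdc4 (2.08), Des (1.91) and Myod1 (2.32) rose as far as Hif1a. An effect of Mfn2 on Hif1a remains a hypothesis, found and tested on the same libraries.

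Among abundant transcripts, libraries 1 and 2, and 3 and 4, of each group resembled each other. Over 653 such genes, the spread of log2 ratios (median absolute deviation) was at most 0.348 within a pair and at least 0.452 between pairs of one group. Over all 11754 genes tested this did not hold for every pair. There, mfn2-/- 3 and 4 correlated by 0.750 and mfn2-/- 2 and 3 by 0.892 across genes, and wild-type 1 and 2 by 0.718 against 0.796 for 2 and 4. Of genes with 100 or more reads, 75.3% differed between mfn2-/- 3 and 4 and 68.4% between 2 and 3. A library deposited in duplicate would differ in about 5% of genes, but the closest pair differed in 57.3% of genes with 100 or more reads at a p under 0.05. This argues against a duplicate deposit, and all 8 were kept as samples. It does not show that they were independent, since separate preparations from the same animal or pool could also differ by more than 5%. Sex-linked genes alone do not produce the resemblance among abundant genes, because without genes of the X and Y chromosomes the values were 0.343 and 0.451. A shared animal, pool, day or run cannot be told apart from sex, since the labels give none of these. The batch beside genotype separated 26 genes.

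Some sets that looked flat in the pooled comparison had medians of opposite sign in the batches. The S phase set was lower in mfn2-/- within the batch with Y-linked reads (-0.96) and higher in the other (1.28), and the G2/M set likewise (-1.37 and 1.43). The camera test of the interaction gave an adjusted p of 6.94e-09 for S phase and 7.92e-14 for G2/M, and 0.0535 and 0.0217 with an estimated correlation. Of single genes, 173 passed for the interaction. Each arm rests on 2 libraries, so sex, collection and pair cannot be told apart. The immediate early and heat shock set differed likewise (2.16e-14, and 0.0535 with an estimated correlation), a set that also responds to handling. The nuclear factor kappa B set did so too (7.56e-08, and 0.0627 with an estimated correlation). Myogenic differentiation (0.000740, and 0.0627), mitochondrial ribosome (0.000917, and 0.209) and oxidative phosphorylation genes (0.00351, and 0.302) also passed with the preset correlation. With the estimated one the G2/M set alone passed.

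Wild-type replicates 3 and 4 carried Y-linked reads and also 124 and 145 normalized reads of Xist, which is 1.86% of the level in wild-type replicates 1 and 2. If reads had been exchanged among these libraries at that rate, 19.04 Y-linked reads would be expected in replicates 1 and 2. There were 0 (Poisson probability 5.36e-09). An even exchange is thus argued against. Cells of another animal in the pool remain open and were not tested.

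Plod1, a collagen-modifying gene that fell by 2.21 on the log2 scale, lies 5049 bp upstream of Mfn2 on the same strand. A flanking region that differs between the groups could lower neighbours of the targeted gene. Within 5 Mb of Mfn2, 7 of 64 genes were called, 10.9% against 10.4% of all others (Fisher's exact test, p = 0.837, odds ratio 1.06, 95% interval 0.405 to 2.33). That gives no sign of a regional effect and does not exclude one on Plod1 alone.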
